A study of Mus musculus with 10 samples. Its data were reported in "IκBα controls dormancy in hematopoietic stem cells via retinoic acid during embryonic development" (2024).

How the data were processed

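CUT&Tag for the repressive histone mark H3K27me3 was analysed in long-term hematopoietic stem cells (LT-HSCs, sorted as LSK CD48-CD150+ cells) from E14.5 mouse fetal liver. CUT&Tag directs a Tn5 transposase to an antibody-bound protein, so that sequenced fragments mark where the protein lies on chromatin. The series holds 10 samples, of which 6 are H3K27me3 libraries. There were 3 from wild-type (WT) and 3 from IκBα knockout (KO) embryos. The other 4 samples, CUT&Tag for IκBα, were not analysed here. Groups and replicate numbers were taken from the sample labels, which also give a read length of 75 bp for replicates 1 and 2 and of 50 bp for replicate 3 in both genotypes. Read length was therefore balanced between genotypes, and the 50 bp batch holds 1 library of each. A figure legend of the study names fewer independent experiments than replicates, whereas its reporting summary calls the 3 replicates independent. The tests here treat the libraries as independent.

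The authors trimmed the reads, aligned them to GRCm38 with Bowtie2, removed multi-mapped and poorly mapped reads and duplicates, and called peaks in each library separately with SEACR in stringent mode without an IgG control. They kept the top 0.5% of enriched blocks by total signal, and the file names state that blacklisted regions were removed. Which list was used for that step is not stated. The deposited files give, for each peak, its position, its total signal (the sum of fragment coverage over the peak, in whole numbers) and its maximum signal (the highest fragment coverage). These signal values were deposited without any scaling to library size, so they rise with sequencing depth. The top 0.5% rule is relative to each library, so the number of peaks and the weakest peak called also change with depth and background. The files hold no read total per library, and the totals that the study lists in its reporting summary were not used here. The maximum signal of a typical peak was only 6 to 10 fragments (library medians), which limits the precision of any single peak. Total signal was therefore centred in the main comparison between libraries. Some unscaled values, such as the maximum signal at Rarg and the mitochondrial total and mean coverage, are also set side by side, without a test.

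Peaks were read as deposited, and 0 peaks lay beyond the end of a chromosome of the GRCm38.p6 reference. Coordinates are 1-based on GRCm38. Gene models came from GENCODE M21 (55450 genes on the main chromosomes), an earlier release than the Ensembl annotation of the authors. A promoter was taken as 5 kb upstream to 100 bp downstream of any annotated transcription start site (TSS), as in the study. A consensus region of a genotype was a merged stretch of peaks overlapping by at least 1 bp with a peak from each of its 3 libraries. It was called WT-only or KO-only when it overlapped no consensus region of the other genotype. The methods of the study describe the consensus both over 3 replicates and over a pair of replicates, so the latter was kept as an alternative.

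Peak numbers, covered length, peak width (all as log2) and the promoter share were compared by exact two-sided permutation tests over the 20 assignments of 6 libraries, for which 3 against 3 cannot give a p-value below 0.1. Similarity of peak sets was measured by the Jaccard index in bp (shared length over joint length), and the mean within genotypes minus the mean between genotypes was set against all 10 splits of the 6 libraries in an exact one-sided test. At regions called in all 6 libraries, log2 total signal was centred on each library's median and tested with limma with Benjamini-Hochberg adjustment at 0.05. Retinoic acid receptor motifs were counted on both strands as direct repeats of the half-site RGKTCA (R is A or G, K is G or T) with a spacer of 1, 2 or 5 bp (DR1, DR2 and DR5). Mean matches per kb of region were compared by permutation tests with 100000 resamples, two-sided, with adjustment over 2 comparisons. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used.

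Replicate numbers were checked for pairing. The deviations from the group means over the regions called in all 6 libraries correlated between same-numbered WT and KO libraries with r of 0.28, 0.31 and 0.48 for replicates 1, 2 and 3 (across regions, which are not independent replicates). The numbers were therefore treated as pairing the libraries in an alternative with a replicate block. WT replicate 2 and KO replicate 1 also correlated (r of 0.27), whereas each replicate 3 library correlated negatively with replicates 1 and 2 of the other genotype. The comparisons, their alternatives and the genes to name were fixed before the data were examined. Comparisons that take same-numbered pairs into account in the Jaccard index and in the splits, a level-matched comparison of signal and the tests listed as such in the closing section were added later. The genes were Nfkbia, the retinoic acid receptors, a list of dormancy and retinoic acid genes, a list of genes of the embryonic aorta, the Hox clusters as positive controls and active genes as negative controls. Regions were to be named when called in all 3 libraries of a genotype and in none of the other (up to 5 per genotype with the highest signal over the library median), together with the regions of the smallest limma p-value (with no region past the threshold, 2 per direction). Of these genes and regions, 2 are not reported here.

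The alternatives were leaving out each library, using replicates 1 and 2 only, keeping the peaks above each library's median total signal, keeping the same number of top peaks in every library (1047, the smallest number), stricter overlap, joining peaks within 1 kb, requiring 2 of 3 libraries, autosomes only, a promoter of 1 kb on either side of the TSS, and other measures, scalings and weights in limma. The scripts were tested on simulated data. For the consensus, all planted region counts were recovered among 300 simulated sites. The motif search found all 100 planted matches. The comparison of KO with WT over 718 regions was simulated with the spread of the real data. There limma recovered 84 of 100 planted changes of 2 on the log2 scale and 98 of 100 of 3. It recovered 0 of 100 changes of 1. The simulated values had no calling limit, unlike the real ones.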

Results

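To compare the H3K27me3 landscape of fetal liver LT-HSCs with and without IκBα, an inhibitor of NF-κB encoded by Nfkbia, peaks from 3 WT and 3 KO libraries at E14.5 were examined. Replicate 1, 2 and 3 of WT had 4160, 6013 and 1047 peaks, and those of KO had 4904, 5157 and 2325 peaks. The study lists read totals per library in its reporting summary. Its uniquely mapped reads were fewer in both replicate 3 libraries than in replicates 1 and 2. In replicates 1 and 2 they were also fewer in KO than in the WT library of the same number. These totals were not used in the comparisons here, so depth was described only through the peaks. The median of the maximum signal was 9, 9 and 6 fragments in the WT libraries and 10, 9 and 10 in the KO libraries. The smallest total signal of a called peak was 3344 in WT replicate 3 and between 6616 and 7307 in the other 5 libraries. The targeted gene had no peak at its promoter or gene body in any of the 6 libraries (Nfkbia, ENSMUSG00000021025.8, chromosome 12, 55489410 to 55492647), so these peaks give no check of the genotype labels.

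The first question was whether loss of IκBα changed the extent of the mark. WT libraries had 3740 ± 2510 peaks and KO libraries 4129 ± 1567 (SD, n = 3 each; exact permutation test, two-sided, p = 0.7). Peaks covered 16.0 ± 13.1 Mb in WT and 18.0 ± 8.96 Mb in KO (SD, n = 3 each; exact permutation test, p = 0.7). The median peak width was 2908 ± 1023 bp in WT and 3343 ± 441 bp in KO (SD, n = 3 each; exact permutation test, p = 0.5). Promoters were overlapped by 69.7 ± 10.5% of WT peaks and 72.0 ± 10.5% of KO peaks (SD, n = 3 each; exact permutation test, p = 0.8). After adjustment over the 4 measures each p-value was 0.8, and none could have fallen below 0.1 with 3 libraries against 3. All 4 differences were smaller than the spread between replicates. The median peak was wider in KO than in the same-numbered WT library in 3 of 3 pairs (exact sign-flip test, p = 0.25, the smallest possible with 3 pairs). Leaving out WT replicate 3 moved the log2 difference in peak number most, from 0.39 to -0.36, and turned those in covered length and width to -0.50 and -0.07.

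The spread lay mostly between read lengths. In the 75 bp batch, the log2 difference between KO and WT was 0.01 for peak number, 0.04 for covered length and 0.04 for peak width, and the promoter share differed by 1.99 percentage points (2 libraries of each genotype). In the 50 bp batch, with 1 library of each genotype and so no test, WT had 1047 peaks over 1.90 Mb with a median width of 1727 bp, and KO had 2325 peaks over 7.61 Mb with a median width of 2835 bp.

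**Figure D1:**
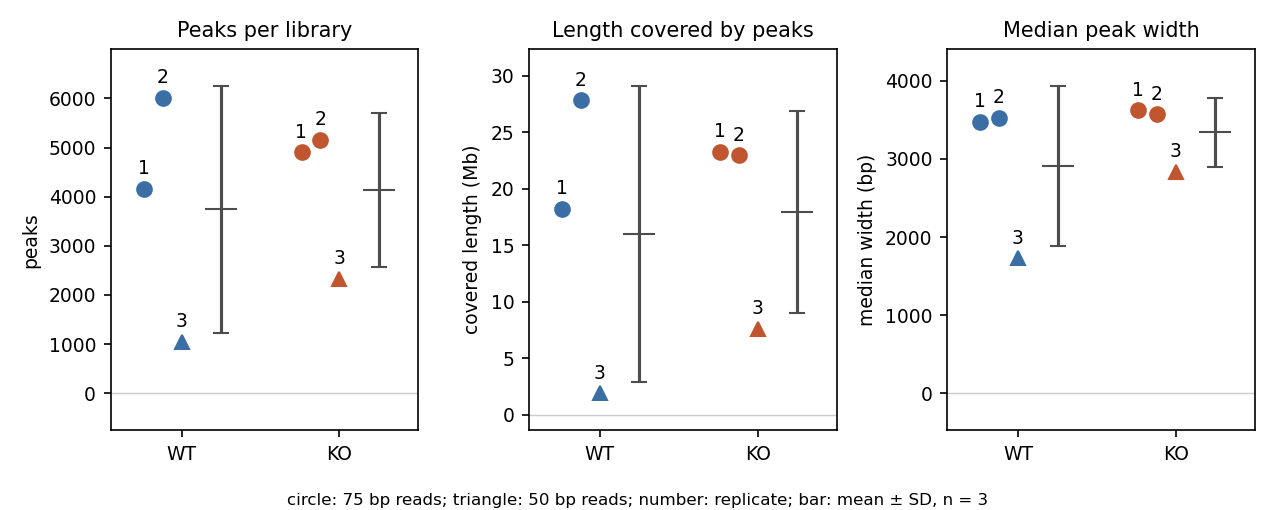
Peaks per library, length covered by peaks (Mb) and median peak width (bp) for the WT and KO libraries, with circles for 75 bp and triangles for 50 bp reads, replicate numbers beside the points, and mean ± SD (n = 3) as bars. Replicate 3 had the lowest value of its genotype in each panel, with 1047 peaks in WT and 2325 in KO.

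Next, it was asked whether libraries of the same genotype resembled each other more than libraries of different genotypes. The Jaccard index averaged 0.267 within genotypes and 0.302 between genotypes, a difference of -0.0353 (exact one-sided test over 10 splits, p = 0.7; the smallest possible p-value is 0.1). The index is capped by unequal covered length, so the means also reflect library size. WT replicate 3 covered 1.90 Mb, against 18.2 and 27.8 Mb in WT replicates 1 and 2. Its indices lay between 0.0603 and 0.171. With 1047 top peaks in every library the difference was -0.0273. WT replicates 1 and 2 had an index of 0.433 and KO replicates 1 and 2 of 0.490. WT replicate 1 and KO replicate 1 reached 0.492. Within the 75 bp libraries the difference was -0.00798. Same-numbered WT and KO libraries had a mean index of 0.374. Without these pairs the mean between genotypes was 0.266, which left a difference of 0.000514. The difference turned positive without WT replicate 1 (0.0252) or WT replicate 2 (0.0176). Of the peaks of WT replicate 3, 87.1% and 94.1% overlapped a peak of WT replicates 1 and 2, and 94.7%, 90.0% and 81.5% overlapped one of KO replicates 1, 2 and 3.

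To identify regions marked in a single genotype, consensus regions were compared. There were 812 WT and 1801 KO consensus regions. Of these, 98 were WT-only and 1076 KO-only. These counts depended on single libraries: without WT replicate 3 there were 1456 WT-only and 154 KO-only regions, and without KO replicate 3 there were 26 and 2651. With the 75 bp libraries alone (replicates 1 and 2 of each genotype) there were 512 WT-only and 809 KO-only regions, and with 1047 top peaks in every library 122 and 227. Across the 10 splits of the 6 libraries into sets of 3, the number of regions found in a single set ranged from 1111 to 2383, against 1174 for the split by genotype. The 4 splits that part all same-numbered pairs gave 1111 to 1197.

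Most of these regions carried a peak in at least 1 library of the other genotype. This held for 96 of 98 WT-only regions (98.0%) and 1059 of 1076 KO-only regions (98.4%). Among the KO-only regions, 931 (86.5%) had a peak in both WT replicates 1 and 2, and 1035 (96.2%) lacked one in WT replicate 3. Among the WT-only regions, 72 (73.5%) had a peak in both KO replicates 1 and 2, and 79 (80.6%) lacked one in KO replicate 3. Regions called in all 3 libraries of a genotype and in none of the other numbered 2 for WT and 17 for KO. With the 75 bp libraries alone there were 113 and 197 such regions.

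**Figure D2:**
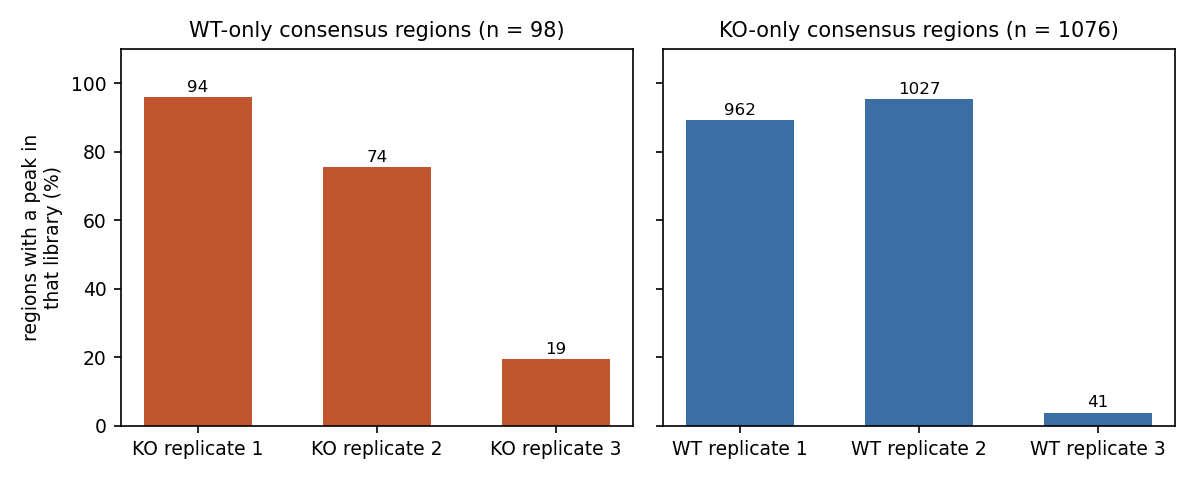
Share (%) of the 98 WT-only regions with a peak in each KO library and of the 1076 KO-only regions with a peak in each WT library, with the number of regions above each bar. Replicate 3 of the other genotype called 19 WT-only and 41 KO-only regions, against 74 to 94 and 962 to 1027 for its replicates 1 and 2.

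The 2 regions called in every WT and no KO library lay over the promoters and exons of Nes (chromosome 3, 87969441 to 87974454) and Sdc3 (chromosome 4, 130791515 to 130795271). Total signal over Nes was 7026, 17700 and 4422 in WT replicates 1, 2 and 3. Over Sdc3 it was 8488, 7126 and 3427. Among the 17 KO regions, the 5 with the highest signal relative to their libraries' median peak included the promoters and exons of Dact1 (chromosome 12, 71305298 to 71312765), Shd (chromosome 17, 55969288 to 55973558), Nfatc2 (chromosome 2, 168598597 to 168603946) and Olfm1 (chromosome 2, 28205254 to 28209621). The fifth lay in the gene bodies of Ngef and Snorc (chromosome 1, 87473567 to 87477279), overlapping an exon, 1028 bp from the TSS of Snorc. Total signal at Dact1 was 25668, 16168 and 7930 in KO replicates 1, 2 and 3, and the geometric mean over the 3 libraries was 1.22 times the median peak. The other 4 lay between 0.941 and 0.989 times the median peak, Nes at 0.935 and Sdc3 at 0.676.

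At the gene level, 1183 genes had a WT consensus region at a promoter and 2449 had a KO consensus region, with 1063 in common. There were 120 genes with such a region in WT only, of which 86 were protein coding, and 1386 in KO only, of which 983 were protein coding. Without WT replicate 3 these were 995 and 249 genes, and without KO replicate 3 they were 47 and 2419. In the 75 bp libraries they were 350 and 710.

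Signal was then compared at the 718 regions called in all 6 libraries. Regions that lost or gained a call in a single genotype were left out by this choice. Median centring also removes a shift common to all regions, and the calling limit cuts off low values in WT replicate 3. The comparison therefore bears only on relative signal at regions marked in every library. With limma, 0 regions had an adjusted p-value under 0.05, and 8 had an unadjusted p-value under 0.05, with 4 higher and 4 lower in KO. The median standard error of the log2 difference was 0.37, and changes of 1 on the log2 scale were not recovered from simulated data with this spread, so differences of that size were not detectable. Scaling by total signal in place of median centring gave 0 regions at either threshold and shifted the median log2 difference to -0.26. With the replicate block there were 0 regions after adjustment and 24 before, 8 higher and 16 lower. The balance before adjustment changed with the setting. The 3626 regions called in at least 3 libraries were also fitted, with uncalled libraries set to their smallest called signal. There, 4 were higher and 52 lower and the median log2 difference was -0.16. The value set was 0.716 times the library's median over the 718 regions in WT replicate 3 and 0.418 times in KO replicate 3. In the other libraries it was 0.183 to 0.248 times. The higher value in WT replicate 3 lowers the difference by itself, so this count and shift give no direction. Mean signal per covered base gave 18 higher and 9 lower, array weights 26 and 16, the maximum signal 7 and 5, and the fit without WT replicate 3 gave 38 and 17. In the 75 bp libraries, 0 of 2558 regions passed after adjustment and 119 before, 45 higher and 74 lower.

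By the smallest limma p-value, the regions higher in KO were the promoter and exons of Pdx1 (chromosome 5, 147264339 to 147281258; log2 difference 0.96 ± 0.33, SE) and of Nrp2 (chromosome 1, 62701141 to 62709368; 0.72 ± 0.31, SE). Lower in KO was the promoter and exons of Hey2 (chromosome 10, 30840285 to 30847334; -1.14 ± 0.40, SE). These 3 had an adjusted p-value of 0.993 by limma (n = 3 each).

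**Figure D3:**
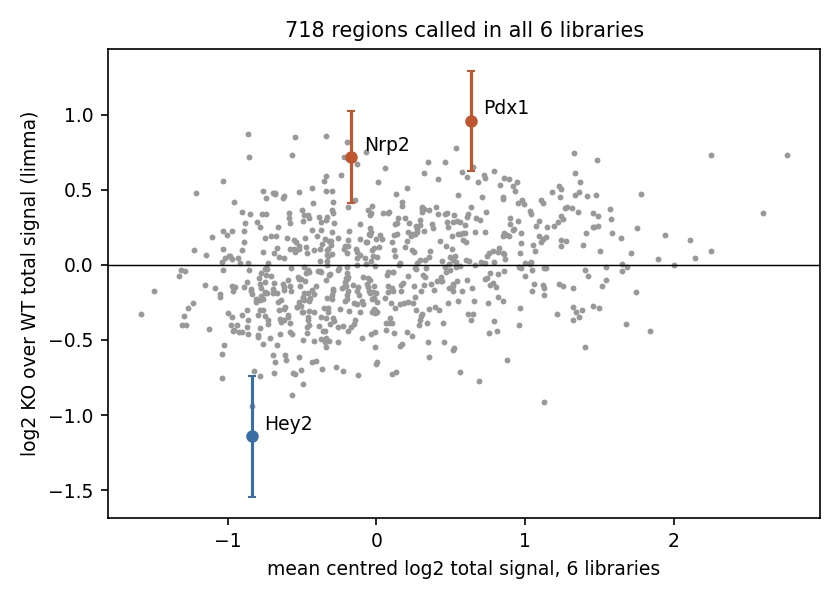
The log2 KO over WT total signal (limma) against the mean centred log2 total signal of the 6 libraries, with each grey point a region called in all 6 and the named regions shown with their standard error. None of the 718 regions passed an adjusted p-value of 0.05, and the named regions lie between -1.14 and 0.96.

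The promoters of retinoic acid receptors were examined because the study asked whether IκBα and PRC2, the complex that writes H3K27me3, act on this pathway. Rarg (ENSMUSG00000001288.15, chromosome 15, 102234938 to 102257517, minus strand) had promoter peaks in 2 of 3 WT and 3 of 3 KO libraries. The merged region (102249033 to 102259738) spans the TSS at 102257517, exons and introns. It counted as a KO consensus region, since WT replicate 3 had no peak there. Total signal was 17243 and 22483 in WT replicates 1 and 2, and 19445, 23935 and 7695 in KO replicates 1, 2 and 3. Divided by each library's median over the 718 regions, the Rarg signal was 0.648 and 0.656 in WT, and 0.531, 0.807 and 0.479 in KO. The KO mean of 0.606 ± 0.176 (SD, n = 3) spanned the WT mean of 0.652 ± 0.00617 (SD, n = 2), and the KO library was lower than the WT library of the same number in replicate 1 and higher in replicate 2. The maximum signal was 11 and 10 fragments in WT replicates 1 and 2, where the median over all peaks of the library was 9 in each, and 7, 8 and 6 in KO replicates 1, 2 and 3, where it was 10, 9 and 10. It was thus lower in all 3 KO libraries than in the 2 WT libraries with a peak. The maximum was not scaled to depth, and the study lists fewer uniquely mapped reads for KO than WT in replicates 1 and 2. It also lists fewer for KO replicate 3 than for either of these WT libraries. No test was run on either measure, since WT replicate 3 gave no value above its calling limit. When only the 1047 top peaks of each library were kept, Rarg was called in 0 WT libraries and 1 KO library. When the peaks above each library's median total signal were kept, it was called in 2 WT libraries and 1 KO library.

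**Figure D4:**
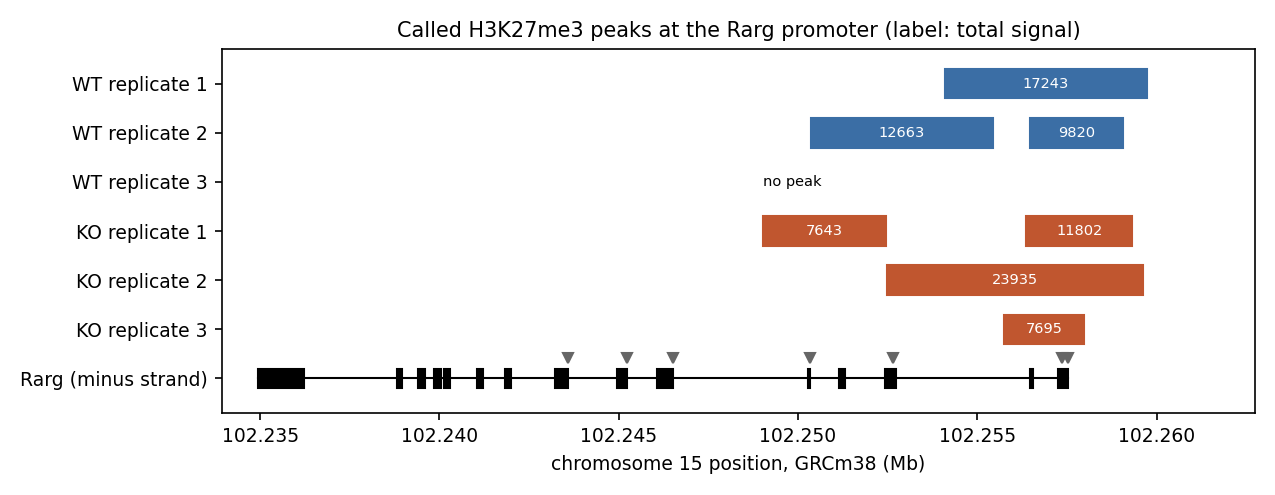
Called H3K27me3 peaks in the 6 libraries along Rarg on chromosome 15 (GRCm38, Mb), with total signal written in each peak, exons as black boxes and annotated TSSs as triangles. Peaks cover the upstream end of the gene in 5 libraries, with 17243 in WT replicate 1 and 23935 in KO replicate 2, and there is none in WT replicate 3.

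Of the other receptors, Rxrg (chromosome 1, 167598384 to 167639623) had a promoter peak in 2 WT and 2 KO libraries and Rara (chromosome 11, 98927818 to 98974942) in 0 WT and 1 KO library. By gene body, Rara was called in 0 WT and 2 KO libraries, since KO replicate 2 also had a peak, within 1 kb of a TSS. Rarb, Rxra and Rxrb had no promoter peak in any library. Among the dormancy and retinoic acid genes, Cyp26b1 (chromosome 6, 84571414 to 84593908) was called in 2 WT and 2 KO libraries and Cdkn1c (chromosome 7, 143458339 to 143461050) in 0 WT and 1 KO library. Tgm2, Ly6a, Myc, Cdk6 and Tfeb had none, and neither did the aortic genes Smad6, Sox18, Adgrg1, Gata2 and Neurl3. As negative controls, Actb, Gapdh, Eef1a1, Ptprc and Kit had no peak in any library. As positive controls, the Hoxc cluster (chromosome 15, 102921103 to 103036852) was covered by peaks over 66.9% and 78.3% of its length in WT replicates 1 and 2 and over 83.5% and 69.2% in KO replicates 1 and 2. In replicate 3 the Hoxc coverage was 1.26% in WT and 17.9% in KO. The Hoxd cluster (chromosome 2, 74668310 to 74765142) was covered over 56.1% and 80.5% in WT replicates 1 and 2, 72.5% in each of KO replicates 1 and 2, and 3.83% and 26.2% in WT and KO replicate 3. Hoxa (chromosome 6, 52155590 to 52260880) was covered over 19.5% to 29.5% in replicates 1 and 2 of both genotypes, over 10.7% in WT replicate 3, more than the other clusters in that library, and over 15.3 kb of its 105 kb in KO replicate 3. Hoxb (chromosome 11, 96194316 to 96368256) was covered over 19.0% to 34.0% in replicates 1 and 2, and over 3.23% and 15.3% in WT and KO replicate 3.

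Finally, the density of retinoic acid receptor motifs was compared between region sets. The study used a motif search without a fixed pattern in its own WT-only peaks, so this comparison does not repeat that search. Matches to DR1, DR2 or DR5 averaged 0.0163 ± 0.0523 per kb in the 98 WT-only regions, 0.0187 ± 0.0530 in the 714 WT consensus regions shared with KO and 0.0163 ± 0.0525 in the 1076 KO-only regions (SD over regions). WT-only regions did not differ from shared regions (permutation test, two-sided, p = 0.673, adjusted p = 0.999) or from KO-only regions (permutation test, p = 0.999, adjusted p = 0.999). Only 11 matches fell in the 98 WT-only regions, and the SD over regions was larger than the mean. Small and moderate differences were therefore not detectable. In the 512 WT-only regions of the 75 bp libraries, the density was 0.0233 per kb against 0.0184 in shared regions (permutation test, two-sided, p = 0.0934), a difference of 0.00495 in the opposite direction.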

Values the study reported

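The study reported 526 H3K27me3 peaks found only in IκBα KO LT-HSCs and 250 found only in WT LT-HSCs. At the Rarγ promoter it described a weaker H3K27me3 signal in KO cells in 2 of 3 replicates.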

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

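No region passed the limma threshold in any of the 16 alternatives, with 0 to 119 regions at an unadjusted p-value under 0.05. The directions of the differences in peak number, covered length, peak width and promoter share were the same under all alternatives that kept the 6 libraries or used replicates 1 and 2 only. None of these differences was past a threshold, and the number of libraries did not allow it.

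The fits that each left out 1 library changed most results. The log2 difference between KO and WT ranged from -0.36 to 0.90 for peak number, from -0.50 to 1.44 for covered length and from -0.0743 to 0.44 for peak width, each with the lowest value without WT replicate 3. The promoter share difference ranged from -3.54 percentage points without KO replicate 3 to 7.90 without WT replicate 3, and was -2.59 without WT replicate 2. WT-only regions ranged from 26 to 1456 and KO-only regions from 154 to 2651. Regions without any peak in the other genotype ranged from 2 to 108 for WT and from 18 to 192 for KO. Genes ranged from 47 to 995 in WT only and from 249 to 2419 in KO only. For these counts the requirement itself changed, since a genotype with fewer libraries has more consensus regions. The Jaccard difference ranged from -0.0768 to 0.0252. The motif difference between WT-only and shared regions ranged from -0.00949 to 0.00285 per kb, positive without WT replicates 2 (0.00129) or 3 (0.00285).

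Using replicates 1 and 2 only, there were 512 WT-only regions, 113 WT and 197 KO regions without any peak in the other genotype, 350 genes in WT only and 710 in KO only, and the motif difference turned to 0.00495 per kb. Requiring 2 of 3 libraries gave 459 WT-only regions, 117 WT and 215 KO regions without any peak in the other genotype, and 292 and 726 genes. Both settings remove the need for a peak in the weakest library. With the 1047 top peaks of every library there were 227 KO-only regions, 7 WT and 11 KO regions without any peak in the other genotype, and 193 and 359 genes. Keeping the peaks above each library's median gave 577 KO-only regions, 7 KO regions without any WT peak and 882 genes in KO only. Both use fewer peaks by construction. DR2 alone turned the motif difference to 0.00425 per kb (permutation test, p = 0.211), and the cause was not tested. A stricter overlap, joined peaks and another promoter definition kept the counts within 1.5 times.

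The replicate block, which pairs libraries of the same number, changed no call. It left 0 regions past the limma threshold. By the exact sign-flip test over 3 pairs, p was 0.5 for peak number (log2 difference 0.39), covered length and promoter share, and 0.25, the smallest possible, for peak width. Leaving same-numbered pairs out of the Jaccard mean between genotypes, which was chosen after seeing the data, turned the difference to 0.000514. Matching the reference regions on level was also chosen after seeing the data. At regions called in KO but not WT replicate 3 it gave a signal difference of replicates 1 and 2 of 0.0402. The unmatched differences were -0.0116 against regions called in both and 0.10 against regions called in neither. At regions called in WT but not KO replicate 3 the matched difference was -0.0122, and the unmatched ones were -0.08 and 0.0304. The shallow coverage, with a median maximum of 6 to 10 fragments per peak, limits all statements on the absence of a peak, above all in WT replicate 3.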

Other observations

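The tests of calls in WT replicate 3, of its calling limit at Rarg, of mitochondrial signal, of level-matched regions, of splits that part the same-numbered pairs and of the Jaccard index without these pairs were chosen after the result was seen.

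There were 1076 KO-only regions. That is higher than the value quoted from the study above. There were 98 WT-only regions. That is lower than the value quoted from the study above. A stricter overlap gave 1109 and 100 regions, joined peaks 1050 and 97, and replicates 1 and 2 only 809 and 512. The reason for the gap was not found.

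KO-only regions outnumbered WT-only regions 1076 to 98. A candidate explanation is the low number of peaks called in WT replicate 3. In line with this, 86.5% of the KO-only regions had a peak in both WT replicates 1 and 2, and without WT replicate 3 the order turned round, with 154 KO-only and 1456 WT-only regions. That setting also lowers the number of WT libraries needed. With replicates 1 and 2 of both genotypes, KO-only regions still outnumbered WT-only regions, 809 to 512, and with the same number of top peaks in every library they did so 227 to 122. At equal peak numbers, 7 of the 10 splits of the 6 libraries gave a difference between both counts at least as large, and so did 2 of the 4 splits that part all same-numbered pairs, the split by genotype included in both. A genotype difference of this size and an arbitrary grouping cannot be told apart with 3 libraries against 3.

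A gain of the mark in KO was tested in libraries that did not decide the replicate 3 calls. Regions called in replicates 1 and 2 of both genotypes were sorted by their calls in the replicate 3 libraries, and the log2 KO over WT signal was taken from replicates 1 and 2 alone. The 906 regions called in KO but not WT replicate 3 had a mean log2 ratio that differed by -0.0116 from the 718 regions called in both (permutation test, p = 0.548, adjusted p = 0.614), with 2 of 4 library pairs in the positive direction. Against the 864 regions called in neither they were higher by 0.10 (permutation test, p = 1e-05, the smallest possible; adjusted p = 4e-05; 3 of 4 library pairs). The classes differed in level, with a median of 0.00 on the log2 scale against 0.54 for regions called in both and -0.52 for regions called in neither. Against regions of either reference class matched on level in 10 bins, the difference was 0.0402 (permutation test, p = 0.028; 3 of 4 library pairs). In this matched comparison both same-numbered pairs were positive (0.0188 for replicate 1 and 0.0616 for replicate 2). So was KO replicate 1 against WT replicate 2 (0.109), whereas KO replicate 2 against WT replicate 1 was negative (-0.0291). Regions are not independent replicates, and the library pairs did not all go the same way. A small gain in KO and no gain therefore cannot be told apart.

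The same test was applied to the WT-only side. The 70 regions called in WT but not KO replicate 3 had a mean log2 ratio that differed by -0.08 from regions called in both (permutation test, p = 0.102; 3 of 4 library pairs lower) and by 0.0304 from regions called in neither (permutation test, p = 0.614; 1 of 4 library pairs lower). The differences in medians were -0.11 and -0.05. Matched on level, the mean difference was -0.0122 (permutation test, p = 0.834; 2 of 4 library pairs lower). With 70 regions and library pairs in both directions, a lower signal in KO and no difference cannot be told apart.

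Rarg entered the KO consensus and not the WT consensus. The calling limit of WT replicate 3 is a candidate explanation. Its smallest called peak was 0.716 times its median over the 718 regions called in all 6 libraries, above the Rarg signal of 4 of the 5 libraries that called it (median of the 5, 0.648). The median of WT replicate 3 is taken over called regions only, where the same limit cuts off low values. The scaled values are therefore not strictly comparable between libraries. At its promoter, Cyp26b1 was below 0.716 in every other library that called it, yet WT replicate 3 called it, at 0.763. Whether a Rarg level like that of the other libraries would go uncalled in WT replicate 3 thus cannot be told. The total signal gave no common direction of change at Rarg, whereas the maximum signal was lower in all 3 KO libraries (6 to 8 fragments) than in the 2 WT libraries with a peak (10 and 11). With so few fragments, no scaling to depth, and 2 libraries against 3, this difference was not tested and stays open.

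Mitochondrial DNA carries no histones, yet each library had 1 to 3 called peaks there. Their total signal, divided by the library's median over the 718 regions, was 8.89 in WT replicate 3 and 5.55 in KO replicate 3, against 0.294 to 1.23 in the other 4 libraries. The lower of the replicate 3 values was 4.50 times the highest of the others. The unscaled total was 89014 in KO replicate 3 and 41510 in WT replicate 3, against 7838 to 42241 in the other 4. The called mitochondrial length was 8940 bp in KO replicate 3 and 7944 bp in WT replicate 3, against 1563 bp in WT replicate 1 and 5393 to 6558 bp in the other 3. The unscaled mean coverage was 9.96 in KO replicate 3, above the 4.54 to 6.44 of replicates 1 and 2, and 5.23 in WT replicate 3, within that range. Fewer fragments would lower these unscaled values, which argues against lower depth alone as the reason for the mitochondrial signal of KO replicate 3. The study lists fewer uniquely mapped reads for both replicate 3 libraries than for the other 4, so their depth was lower. Whether lower depth alone explains their low peak numbers, or a higher background adds to it, cannot be told here. The mitochondrial total also varied among the 75 bp libraries. The nuclear peaks that the ratio is set against were called separately in each library. Both genotypes had the higher ratio, and no biological explanation was tested.

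The X chromosome held few peaks, from 0 in WT replicate 3 to 51 in KO replicate 1, which is at most 1.04% of a library's peaks. A low number of CpG-rich promoters on X was tested as the reason, taking protein-coding genes with at least 55% GC and an observed over expected CpG ratio of at least 0.65 around a TSS. The share of such promoters with a peak was lower on X in all 6 libraries. In KO replicate 1 it was 7.25% of 193 genes on X and 17.5% of 9097 autosomal genes, the highest ratio of the 6 libraries (0.415). In WT replicate 2 it was 2.59% and 16.9%. The number of CpG-rich promoters therefore does not account for it. The single X of male embryos, the mix of sexes in each pool (not given in the labels) and the removal of blacklisted regions stay open and were not tested.

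In the limma comparison, the split by genotype gave 0 regions with an adjusted p-value under 0.05, so all 10 of the 10 splits of the 6 libraries gave at least as many by construction, and this count carries no information. At an unadjusted p-value under 0.05, the split by genotype gave 8 regions, and the 4 splits that part all 3 same-numbered pairs, the split by genotype among them, gave 8 to 10. The 4 splits with both 50 bp libraries on the same side gave 48 to 92, whereas the 2 other splits, which keep pairs 1 and 2 together and part only pair 3, gave 10 and 20. The split of WT replicates 1 and 3 with KO replicate 3 against the rest gave 1 region past the adjusted threshold. The largest counts thus came with the 50 bp libraries on the same side, and not with the genotype.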
